A study of Mus musculus with 13 samples. Its data were reported in "EZH2 inhibition remodels the inflammatory senescence-associated secretory phenotype to potentiate pancreatic cancer immune surveillance" (2023).

How the data were processed

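H3K27me3 was profiled by CUT&Tag in 13 libraries of KPC1 cells, a mouse pancreatic ductal adenocarcinoma line. The labels put 4 libraries in shEzh2 T/P, 3 in shEzh2 vehicle, 4 in shRen T/P and 2 in shRen vehicle. T/P stands for trametinib at 25 nM plus palbociclib at 500 nM, given for 8 days. The study's methods call the replicates biological, but nothing in the labels says that they came from separate cultures. The p-values measure the spread between these libraries, which may be partly technical. The numbers in the sample titles and in the library names differ for shEzh2 vehicle and shRen vehicle. The title numbers are used to name replicates.

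Per the study's methods and the submitters' processing notes, read pairs were placed on the GRCm38.p6 build with BWA 0.7.17, and duplicates were removed with Picard 2.9.0. FastQC 0.11.5 and SAMtools 1.9 were also named. Genrich 0.6 called peaks on all replicates of a condition together at a q of 0.05, and peaks under 1 kb and in blacklisted regions were removed. DiffBind counted reads over a consensus of the 4 peak lists. The notes name DiffBind 3.6.1 and DESeq2 1.32.0, while the study's methods give an earlier DiffBind version, so which made the table is not known. Sequencing was on a NextSeq or a NovaSeq instrument, and the methods do not say which library was read on which. The deposited count table holds raw counts of reads for 45664 consensus peaks and was not scaled by the authors. The deposited peak lists hold the caller's display score, an area score, and the -log10 p and -log10 q (neg_log10_p) of each peak, which are the authors' own values. Only the -log10 q was used here, to filter peaks within a list. The summit offset in the deposited lists, in bases (other), was not used. Merging the 4 lists gave 45663 intervals, of which 45662 were identical to a consensus peak. Removal of duplicates can cap the counts at strong sites, and counting only inside peaks hides reads elsewhere. No spike-in and no total read count was used here, so a change of the mark over the whole genome cannot be told from a change in the efficiency of enrichment. Composition factors assume that most peaks do not change and can remove much of such a change. They did not always bring the bulk of the peaks near 0. In shEzh2 T/P against shRen T/P the median log2 fold change over all peaks stayed at -0.63.

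Peaks were assigned to genes of the GENCODE M21 annotation of the same build. A peak belonged to a gene if it overlapped the gene body with 3 kb on each side, and a peak that overlapped 2 genes counted for both. A promoter was the transcription start with 1 kb on each side. By these rules 24843 consensus peaks had a gene and 5523 (12.1%) lay over a promoter. Of all consensus peaks, 25 lay on unplaced scaffolds. Reads of near-identical copies in the Raet1, Gbp, Ifit, Oas and major histocompatibility families may have been assigned to the wrong copy, so values of single members are uncertain.

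Changed peaks were tested with edgeR 4.0.16 (quasi-likelihood F-test, robust, two-sided) under R 4.3.3. Scaling was by TMM (trimmed mean of M values) and filterByExpr removed 15 peaks, which left 45649. All 13 libraries were fitted together as 4 group means with 3 surrogate variables from svaseq (sva 3.50.0), which left 6 residual degrees of freedom. Their number came from num.sv with 20 permutations, a seed of 1 and an upper limit of 3. The study also used svaseq but did not give the number of surrogate variables. A peak was called changed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. The study set its threshold on shrunken folds, and folds here were not shrunken. The weights that svaseq gives each peak summed to 10.36 over the 45649 peaks with 3 surrogate variables, against 12450 with 2 and 4235 with 1. The fitted surrogate variables therefore rest on few peaks, and counts without them are given beside the main counts of peaks, genes and most lists. The groups explained at most 0.155 of the variance of a surrogate variable with 3, 0.59 with 2 and 0.643 with 1. Fits with 1 or 2 may therefore also remove differences between groups. Gene values are sums over the peaks of a gene, tested in the same way over 7957 genes at an adjusted p under 0.05 with no minimum fold. Levels are TMM-scaled counts in units of CPM, scaled to 1e6 counts per library, with a prior count of 2 on the log2 scale.

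Gene lists, 20 in all with 596 names, were compiled for secreted factors of senescent cells, immune recognition, interferon, cell-cycle regulators, PRC2, Polycomb targets of development, cell lineages, imprinted genes and housekeeping genes. Of the names, 592 were found in the annotation, 1 of them by a synonym. The pair of study-named lists holds loci that the study picked from these libraries. Each list was compared with all other peaks by limma 3.58.1 camera on log2 CPM with a preset correlation of 0.01 and the same surrogate variables, adjusted over 20 lists and 5 comparisons (100 tests). The 5 comparisons were shEzh2 against shRen under vehicle and under T/P, T/P against vehicle in shRen and in shEzh2, and the interaction, which is the T/P response in shEzh2 minus that in shRen. The share of each library's counts in peaks called in all 4 conditions was compared by two-sided exact permutation tests over 4 pairs of groups. Groups, tests, thresholds, lists, alternatives and the rule for naming genes were fixed before the data were examined. Alternatives and tests added later are named as such where they are given.

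The rule named, for each comparison, the 5 lower and 5 higher changed peaks in protein-coding genes with the smallest p and no overlap between the groups in CPM (a condition not set for the interaction). It also named every measured member of the study-named lists with Ccl2, Ccl5, Ccl7 and Ccl8, and up to 3 passing members of each other list with the smallest p, or the 1 member with the smallest p where none passed. Of the 4 Ccl genes, only Ccl2 had a consensus peak.

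The pipeline was tested on simulated counts with the mean levels, spread, depths and groups of the 13 libraries, fitted with 3 surrogate variables, where only the set changes in shEzh2 T/P were put in. Of 100 peaks changed by a fold of 4 it called 39, and of 100 changed by a fold of 2 it called 1, with 2 false calls among 42370 peaks. At gene level it called 65 and 12 of 100, with 5 false calls among 7914 genes. The simulation held no difference in composition or quality between libraries.

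Counts in peaks ranged from 640499 to 161731259 per library. The model scales for this difference in depth, but its p-values do not cover peak lists called on pools of unequal depth. Alternatives were RLE factors, in-peak library size alone, no low-count filter, DESeq2 1.42.0, no surrogate variables, blocks by either replicate number, the compared groups alone, cyclic loess with limma, no minimum fold, peaks within 5 kb of the transcription start, an estimated correlation in the list test, longer or stricter peaks, and leaving out each library in turn. Later additions were 1 or 2 surrogate variables, no surrogate variables without named libraries, counts thinned to 640499 per library, and the list test with no surrogate variables or without each library. In fits with surrogate variables that left out a library, these variables were estimated anew. A changed result there may come from the library, from the new variables or from both. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and bedtools 2.31.1, were used for the remaining steps.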

Results

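H3K27me3, a histone mark that Polycomb repressive complex 2 (PRC2) places on silent genes, was measured by CUT&Tag in 13 libraries of KPC1 cells, a mouse pancreatic ductal adenocarcinoma line. EZH2 is the main PRC2 enzyme that adds the methyl groups. Cells carried an shRNA against Ezh2 (shEzh2) or against the Renilla luciferase gene as a control (shRen), and received vehicle or T/P, the MEK inhibitor trametinib with the CDK4/6 inhibitor palbociclib, for 8 days. There were 4 libraries of shEzh2 T/P, 3 of shEzh2 vehicle, 4 of shRen T/P and 2 of shRen vehicle. Ezh2 expression is not measured by this assay, so the knockdown of each library is taken from the labels. By immunoblot, the study reported that its hairpins strongly lowered EZH2 and H3K27me3 in KPC cells. No consensus peak overlapped Ezh2.

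Counts in peaks differed widely between libraries. In units of 1e6 counts, shEzh2 T/P replicates 1 to 4 held 4.2, 6.29, 1.91 and 2.41, and shEzh2 vehicle replicates 1 to 3 held 5.47, 2.21 and 2.43. The 4 shRen T/P replicates held 45.6, 162, 2.48 and 4.14, and the 2 shRen vehicle replicates held 7.88 and 0.64. Over the consensus of 45664 peaks, 13110 had no count in shRen vehicle replicate 2 and 3 had none in shRen T/P replicate 1. The top 1% of peaks held 36.4% to 54.9% of the counts of a shEzh2 T/P library and 19.5% to 21% of those of a shRen T/P library.

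Libraries were compared by Pearson's r of log2 CPM across peaks, which are not independent replicates. Within shRen T/P r ranged from 0.882 to 0.993, and within shEzh2 T/P from 0.71 to 0.828. The 3 shEzh2 vehicle libraries were not alike, with a median r of 0.377. Replicate 1 of shEzh2 vehicle had an r of up to 0.967 with shRen T/P. The 2 shRen vehicle libraries had an r of 0.745. All comparisons with shEzh2 vehicle or shRen vehicle therefore rest on groups that are small or mixed. The shEzh2 T/P group was not uniform either. Its replicate 4 had an r of 0.71 to 0.759 with its own group and of 0.635 to 0.717 with shRen T/P. The top 1% of peaks held 36.4% of its counts, against 50.4% to 54.9% in replicates 1 to 3.

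**Figure D1:**
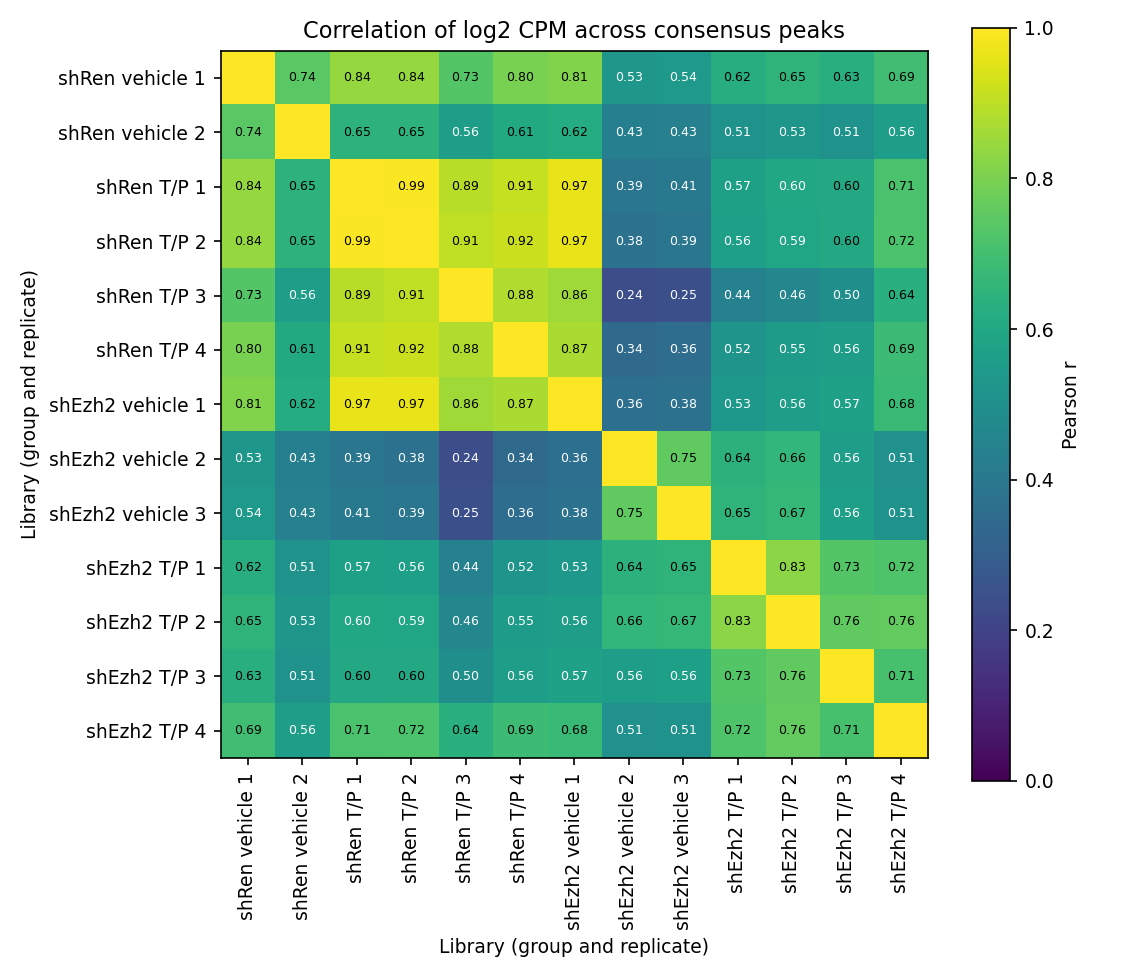
Pearson's r of log2 CPM over consensus peaks for each pair of the 13 libraries, shown as colour on both axes by library. Replicate 1 of shEzh2 vehicle reaches 0.967 with shRen T/P, while the median within shEzh2 vehicle is 0.377.

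The regions called as marked were widest at Hox genes in the knockdown cells. The longest peak of shEzh2 T/P, on chromosome 15 from 102901604 to 103020862, and that of shEzh2 vehicle, from 102901412 to 103023924, both covered the Hoxc cluster, whose genes set position along the body axis. The longest peak of shRen T/P lay on chromosome 8 from 122681423 to 122757663 over Cbfa2t3, a transcriptional corepressor. That of shRen vehicle lay on chromosome 15 from 79487688 to 79512471 over Kcnj4, a potassium channel gene. Peaks numbered 42953 in shRen T/P (107 Mb), 14867 in shEzh2 vehicle (31.9 Mb), 13971 in shEzh2 T/P (40.7 Mb) and 9110 in shRen vehicle (19.4 Mb). These lists were called on pooled replicates of unequal depth, so no test was possible and a larger number does not by itself show more marked regions. Of the shEzh2 T/P peaks 87.6% overlapped a shRen T/P peak, and of the shRen T/P peaks 26.3% overlapped a shEzh2 T/P peak. Peaks called only in shRen T/P numbered 28605, of which 3.44% lay over a promoter, and peaks called in all 4 conditions numbered 3945, of which 44.1% did.

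The share of each library's counts in those 3945 shared peaks needs no scaling between libraries. It does depend on the peak lists, which were called on these same libraries, and 62.6% of consensus peaks were called only in shRen T/P, which by itself can lower the share there. The permutation p-values do not cover this. The share was 77% ± 6.91 (SD, n = 4) in shEzh2 T/P, 61.3% ± 9.86 (SD, n = 3) in shEzh2 vehicle, 47.2% ± 0.938 (SD, n = 4) in shRen T/P and 65.3% ± 4.01 (SD, n = 2) in shRen vehicle. Under T/P, the shEzh2 mean was 29.8 percentage points above the shRen mean, with all 4 shEzh2 libraries above all 4 shRen libraries (two-sided exact permutation p = 0.0286, the smallest this design allows). After adjustment over 4 comparisons the p was 0.114, which did not pass. T/P against vehicle differed by -18.2 points in shRen (exact p = 0.0667, the smallest allowed, adjusted p = 0.114) and by 15.8 points in shEzh2 (exact p = 0.0857, adjusted p = 0.114). Under vehicle, shEzh2 minus shRen was -4.08 points (exact p = 0.8), and 1.6 points without shEzh2 vehicle replicate 1.

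**Figure D2:**
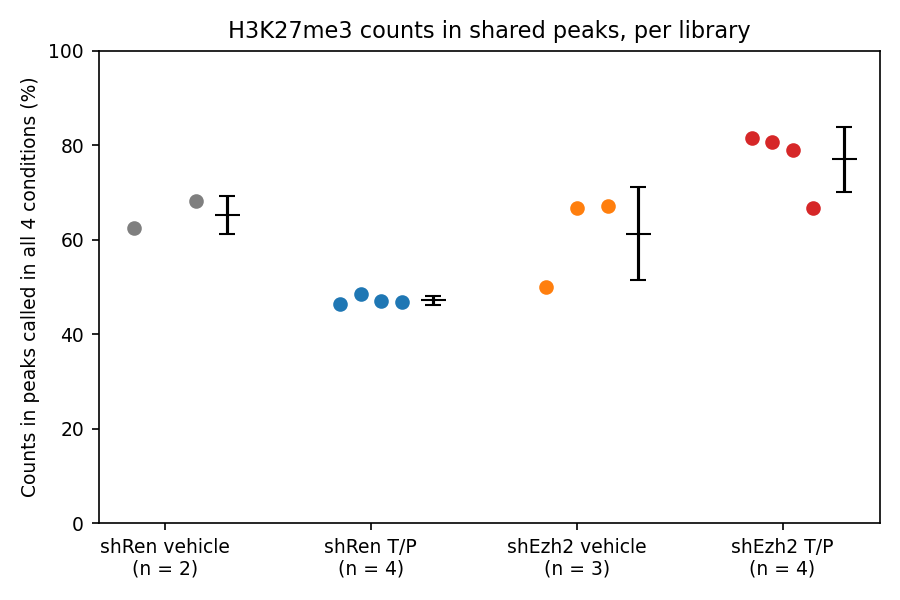
Share of counts, in percent, that fell in peaks called in all 4 conditions, per library (points) with group mean and SD (bars). The 4 shRen T/P libraries lie between 46.3% and 48.5%, and the 4 shEzh2 T/P libraries between 66.8% and 81.6%.

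The comparison of shEzh2 T/P with shRen T/P, 4 libraries each, asks whether knockdown lowers the mark at inflammatory genes of the senescence-associated secretory phenotype (SASP) in treated cells. All scalings used counts in peaks, so rises and falls, here and below, are relative to those counts. A rise can be a larger share of a smaller total and does not show more of the mark per cell. Ulbp1, a ligand of the NK-cell receptor NKG2D on chromosome 10, 7440362 to 7473638, fell from 9 ± 0.891 to 2.55 ± 0.776 CPM (SD, n = 4 per group), a log2 fold change of -1.85 ± 0.51 (SE, adjusted p = 0.0169, lower in 4 of 4). It did not pass without shRen T/P replicate 1 (-1.92) or 2 (-1.91). Cxcl9, a chemokine that draws T cells, on chromosome 5, 92321347 to 92328079, fell from 32.8 ± 12.3 to 15.1 ± 4.36 CPM (-1.01 ± 0.33, adjusted p = 0.0357, below every shRen T/P library in 3 of 4). It did not pass without shEzh2 T/P replicate 2 (-1.18) or 3 (-1.15), or without shRen T/P replicate 1 (-1) or 2 (-0.93). Il12b, a subunit of the cytokine IL-12, fell from 19.6 ± 2.65 to 7.78 ± 4.63 CPM (-1.60 ± 0.58, adjusted p = 0.0493) but did not pass without surrogate variables (adjusted p = 0.0854). Without single libraries its estimate turned positive, at 3.25 without shEzh2 T/P replicate 1, 1.39 without replicate 2, 2.19 without shEzh2 vehicle replicate 2, 1.89 without replicate 3 and 2.35 without shRen T/P replicate 3. It stayed negative without passing when shEzh2 T/P replicate 3 (-0.82), shRen T/P replicate 1 (-1.25), 2 (-1.2) or 4 (-1), or shRen vehicle replicate 1 (-0.89) or 2 (-0.62) was left out.

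Cxcl10 (-0.82, adjusted p = 0.241) and Cxcl11 (-0.65, adjusted p = 0.257), on the same stretch of chromosome 5, did not pass. These values, and the main estimates of Ulbp1, Cxcl9 and Il12b, are under TMM scaling. In-peak scaling moved the median over all peaks of this comparison from -0.63 to -1.92, that is, towards lower. Of the study-named inflammatory and NK-ligand loci with a consensus peak, 3 of 5 fell and none rose, 3 fell when adjusted over the list alone, and 2 fell without surrogate variables. The study chose these loci on the same libraries, so the count is not independent evidence. Camera gave an adjusted p of 0.114 towards lower (adjusted p = 0.522 with an estimated correlation). Il12a, Il18 and Raet1d had no consensus peak. Of the study-named angiogenic loci, Mmp9, a matrix protease on chromosome 2, 164940780 to 164955850, rose from 162 ± 20.3 to 487 ± 105 CPM (1.61 ± 0.19, adjusted p = 0.000583, higher in 4 of 4), but did not pass with in-peak scaling (0.32) or cyclic loess (0.11). The growth factor genes Pdgfb (2.42, adjusted p = 0.094) and Pdgfa (2.19, adjusted p = 0.121) did not pass, but both passed without surrogate variables (adjusted p = 0.00516 and 0.0158). Vegfa had no consensus peak. That made 1 of 3 higher, also when adjusted over the list alone, and 3 of 3 without surrogate variables, again not independent evidence. Camera towards higher gave 0.0229 (adjusted p = 0.685 with an estimated correlation). It lost the call without shEzh2 T/P replicate 1 (0.851), 2 (0.447) or 3 (0.0842), shEzh2 vehicle replicate 2 (0.543) or 3 (0.527), shRen T/P replicate 3 (0.817), or shRen vehicle replicate 1 (0.348) or 2 (0.882).

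Gbp3, an interferon-induced GTPase on chromosome 3, 142560026 to 142573209, fell from 37.6 ± 14 to 2.16 ± 1.11 CPM (-4.39 ± 0.51, adjusted p = 0.000573, lower in 4 of 4). Ifit1, an antiviral protein gene on chromosome 19, 34640871 to 34650009, fell from 44.7 ± 10.8 to 3.54 ± 2.63 CPM (-3.79 ± 0.49, adjusted p = 0.000801, lower in 4 of 4). In the same list the lymphoid regulator Irf4 rose from 94.1 ± 5.79 to 547 ± 201 CPM (2.41 ± 0.25). The interferon, STING and STAT list had 4 lower (Stat4, Ifit1, Gbp2, Gbp3), 6 higher (among them Irf5, Irf8 and Isg15) and 4 of 14 not passing. Adjusted over the list alone or without surrogate variables the counts were the same, and camera gave 0.271 (adjusted p = 0.685 with an estimated correlation). Under in-peak scaling the list had 6 lower and 3 higher.

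Most developmental transcription factors measured, textbook Polycomb targets, rose relative to counts in peaks. Pax1, which patterns the vertebral column, rose from 126 ± 24 to 933 ± 366 CPM (2.66 ± 0.21, adjusted p = 0.000394, higher in 4 of 4), and Barhl1, a neural factor, from 133 ± 12.4 to 1320 ± 605 CPM (3.06 ± 0.28, adjusted p = 0.000394, higher in 4 of 4). Of 125 measured genes of this list all rose except 23 that did not pass and Emx2, which fell. Adjusted over the list alone 107 rose and 1 fell, and without surrogate variables 112 and 1. In-peak scaling gave 70 higher and 8 lower, and cyclic loess 49 and 8. Among Wnt, BMP and Hedgehog genes 35 of 42 rose, such as Sfrp5 (2.13 ± 0.23) and Bmp3 (2.21 ± 0.24), and only Bmp7 fell (36 and 1 adjusted over the list alone, 37 and 0 without surrogate variables). Of Hox and Evx genes 18 of 41 rose and none fell (the same adjusted over the list alone), among them Evx1 (2.93 ± 0.67), Hoxd8 and Hoxd1. These are not 18 separate signals, since 8 Hoxc genes share the same peaks and have the same values (2.96, adjusted p = 0.0454), as do Hoxd3 and Hoxd4 (1.72, adjusted p = 0.0437). Without surrogate variables 39 of 41 rose. Few were called with other scaling, 1 higher and 2 lower in-peak and 1 higher and 8 lower with cyclic loess. Evx1 kept its call in 27 of 27 settings. Camera towards higher gave 1.56e-15, 1.08e-07 and 6.11e-08 for the 3 lists (adjusted p = 0.522, 0.522 and 0.685 with an estimated correlation, so none held).

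Pancreatic and epithelial identity genes followed. Ptf1a, an acinar cell factor, rose from 226 ± 33.7 to 782 ± 175 CPM (1.70 ± 0.21, adjusted p = 0.000701) but not with in-peak or cyclic loess scaling. Grhl2, an epithelial factor, rose from 42.8 ± 3.56 to 488 ± 209 CPM (3.29 ± 0.36, adjusted p = 0.000526), and Epcam, an epithelial adhesion gene, from 34.4 ± 3.43 to 170 ± 65.9 CPM (2.18 ± 0.28, adjusted p = 0.000761), each higher in 4 of 4. In the pancreatic lineage list 13 of 25 rose, such as Ppy (2.79) and Nr5a2 (2.29), and none fell (13 and 0 adjusted over the list alone, 15 and 0 without surrogate variables). In-peak scaling gave 9 higher and 3 lower. In the epithelial and mesenchymal list 8 of 14 rose and none fell (8 and 1 adjusted over the list alone, 12 and 0 without surrogate variables), with a median log2 fold change of 2.38 but a mean of -0.43. Camera towards higher gave 3.31e-06 and 0.000177 (adjusted p = 0.522 and 0.637 with an estimated correlation).

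Secreted factors and immune genes went both ways. The chemokine gene Ccl4, on chromosome 11, 83662584 to 83664683, fell from 27.9 ± 4.94 to 9.24 ± 3.02 CPM (-1.75 ± 0.24, adjusted p = 0.000961), though it did not pass without shRen T/P replicate 3 (-0.99). Icam1, an adhesion molecule for lymphocytes, on chromosome 9, 21015985 to 21028817, rose from 5.67 ± 1.65 to 183 ± 93 CPM (4.41 ± 0.76, adjusted p = 0.0023, higher in 4 of 4). Cxcl14 also rose, but its estimate was negative without passing in-peak (-0.35) and with cyclic loess (-0.15). Its call was lost without shEzh2 T/P replicate 1 (0.8) or 2 (0.69), shEzh2 vehicle replicate 2 (0.73) or 3 (0.73), or shRen vehicle replicate 2 (0.82). Of 11 inflammatory chemokine and cytokine genes 1 fell and 4 rose, as when adjusted over the list alone (1 and 5 without surrogate variables). Camera gave 0.0291 towards higher (adjusted p = 0.536 with an estimated correlation). It lost the call without shEzh2 T/P replicate 1 (0.205), 2 (0.247) or 3 (0.066), shEzh2 vehicle replicate 2 (0.0954) or 3 (0.118), shRen T/P replicate 3 (0.135), or shRen vehicle replicate 1 (0.0532) or 2 (0.23). Ccl2 had 0.643 ± 0.82 and 0.1 ± 0.117 CPM, too few counts for a fold.

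Among angiogenic and matrix factors Igfbp5, a binding protein of insulin-like growth factors on chromosome 1, 72857932 to 72874884, rose from 29.5 ± 10.9 to 422 ± 107 CPM (3.58 ± 0.56, adjusted p = 0.0016, higher in 4 of 4). In that list 4 of 8 rose (Igfbp2, Igfbp5, Serpine2, Fgf2), as when adjusted over the list alone, and 6 without surrogate variables. Angptl4 was called lower by the fit, but at 0.215 ± 0.43 against 0.205 ± 0.21 CPM it has too few counts for a fold, and it was not called without surrogate variables. The median was 2.82, the mean -3.75, and camera gave 7.25e-05 towards higher (adjusted p = 0.522 with an estimated correlation). H2-K1, a class I antigen-presenting molecule on chromosome 17, 33996017 to 34000347, rose from 19.7 ± 5.89 to 144 ± 45.3 CPM (2.72 ± 0.52, adjusted p = 0.00363). The class II gene H2-Eb1 fell (-1.61 ± 0.3). Of 13 antigen-presentation genes 2 fell and 4 rose, as when adjusted over the list alone (2 and 6 without surrogate variables). That balance flipped to 7 lower and 1 higher in-peak and 9 lower and 1 higher with cyclic loess, where Tap1 was lower (-0.58 and -0.62). Camera gave 0.699 (adjusted p = 0.904 with an estimated correlation). Among NKG2D and NK-receptor ligands Raet1e fell (-1.77 ± 0.3), Tnfsf9 rose (3.17 ± 0.88) and 2 of 4 did not pass (1 lower and 2 higher adjusted over the list alone or without surrogate variables). Camera gave 0.337 there (adjusted p = 0.685 with an estimated correlation). Without shEzh2 T/P replicate 1 or 2, shEzh2 vehicle replicate 2 or 3, or shRen T/P replicate 3, none of H2-Eb1 (-0.82, -0.65, -0.7, -0.86, -0.84), Raet1e (-1.07, -1.08, -1.08, -1.21, -0.83) and Tnfsf9 (1.38, 1.59, 1.6, 1.38, 1.2) passed. H2-Eb1 also failed without shRen T/P replicate 4 (-1.2), Raet1e and Tnfsf9 without shRen vehicle replicate 2 (-0.99 and 1.57), and Tnfsf9 without shRen T/P replicate 1 (2.92) or 2 (2.87).

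Genes of other lineages also changed. Cd3g, a T-cell receptor subunit, rose from 144 ± 8.8 to 448 ± 51.2 CPM (1.64 ± 0.16, adjusted p = 0.000473, higher in 4 of 4), but not with in-peak or cyclic loess scaling. Of 20 haematopoietic genes 9 rose and Ptprc fell, as when adjusted over the list alone (9 and 0 without surrogate variables), but in-peak scaling gave 10 lower and 1 higher and cyclic loess 8 and 2. Camera gave 0.0384 (adjusted p = 0.522 with an estimated correlation). It lost the call without shEzh2 vehicle replicate 1 (0.0599), 2 (0.072) or 3 (0.0548), or shRen T/P replicate 3 (0.0788) or 4 (0.0892). Rbfox3, a neuronal splicing factor with 57 peaks, fell from 817 ± 222 to 242 ± 36.6 CPM (-1.89 ± 0.17, adjusted p = 0.000394, lower in 4 of 4), and Gad2, an enzyme that makes GABA, rose (3.66 ± 0.44). Of 25 neuronal genes 3 fell and 10 rose (3 and 11 adjusted over the list alone, 4 and 13 without surrogate variables). The median per gene was 0.81 and the mean 0.97. The median per peak was -1.72 and camera gave 0.000137 towards lower (adjusted p = 0.522 with an estimated correlation). The camera call was lost without shRen T/P replicate 3 (0.0548). Camera compares peaks, and the 190 peaks of this list include those of Rbfox3. Camera calls for neuronal genes, here and in the other comparisons, may therefore largely reflect Rbfox3, which was not tested.

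Igf2, an imprinted growth factor gene, rose from 70.5 ± 12.8 to 341 ± 99.5 CPM (2.11 ± 0.2, adjusted p = 0.000442, higher in 4 of 4), and 8 of 20 imprinted genes rose while 3 fell (9 and 4 adjusted over the list alone, 12 and 3 without surrogate variables). Of 9 fibroblast and endothelial genes 4 rose, such as Pdgfra (2.58), and Tie1 fell (the same adjusted over the list alone or without surrogate variables). In the senescence and cell-cycle list, of 7 genes, Ccna1 rose (1.41, but -0.06 with cyclic loess) and Cdkn1c fell from 13.2 ± 0.712 to 5.02 ± 2.27 CPM (1 higher and 0 lower adjusted over the list alone, 4 and 1 without surrogate variables). The Cdkn1c call held in 1 of 12 fits with a library left out, and was lost without shEzh2 T/P replicates 1 (-0.38), 2 (-0.23) and 3 (-0.94), shEzh2 vehicle replicates 2 (-0.6) and 3 (-0.35), shRen T/P replicates 1 (-1.39), 2 (-1.4), 3 (-0.3) and 4 (-1.27) and shRen vehicle replicates 1 (-0.93) and 2 (-0.44). No gene passed among 5 PRC2 subunits and demethylases, 7 housekeeping genes and 1 immune-suppressive factor, Lgals9 (0.28, and -1.01 in-peak), where 2, 1 and 0 rose without surrogate variables. Camera gave 0.241 for imprinted, 0.461 for fibroblast and endothelial, 0.159 for senescence, 0.148 for PRC2, 0.193 for housekeeping and 0.581 for immune-suppressive genes, so none passed. With an estimated correlation the adjusted p was 0.817, 0.873, 0.522, 0.774, 0.826 and 0.816.

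**Figure D3:**
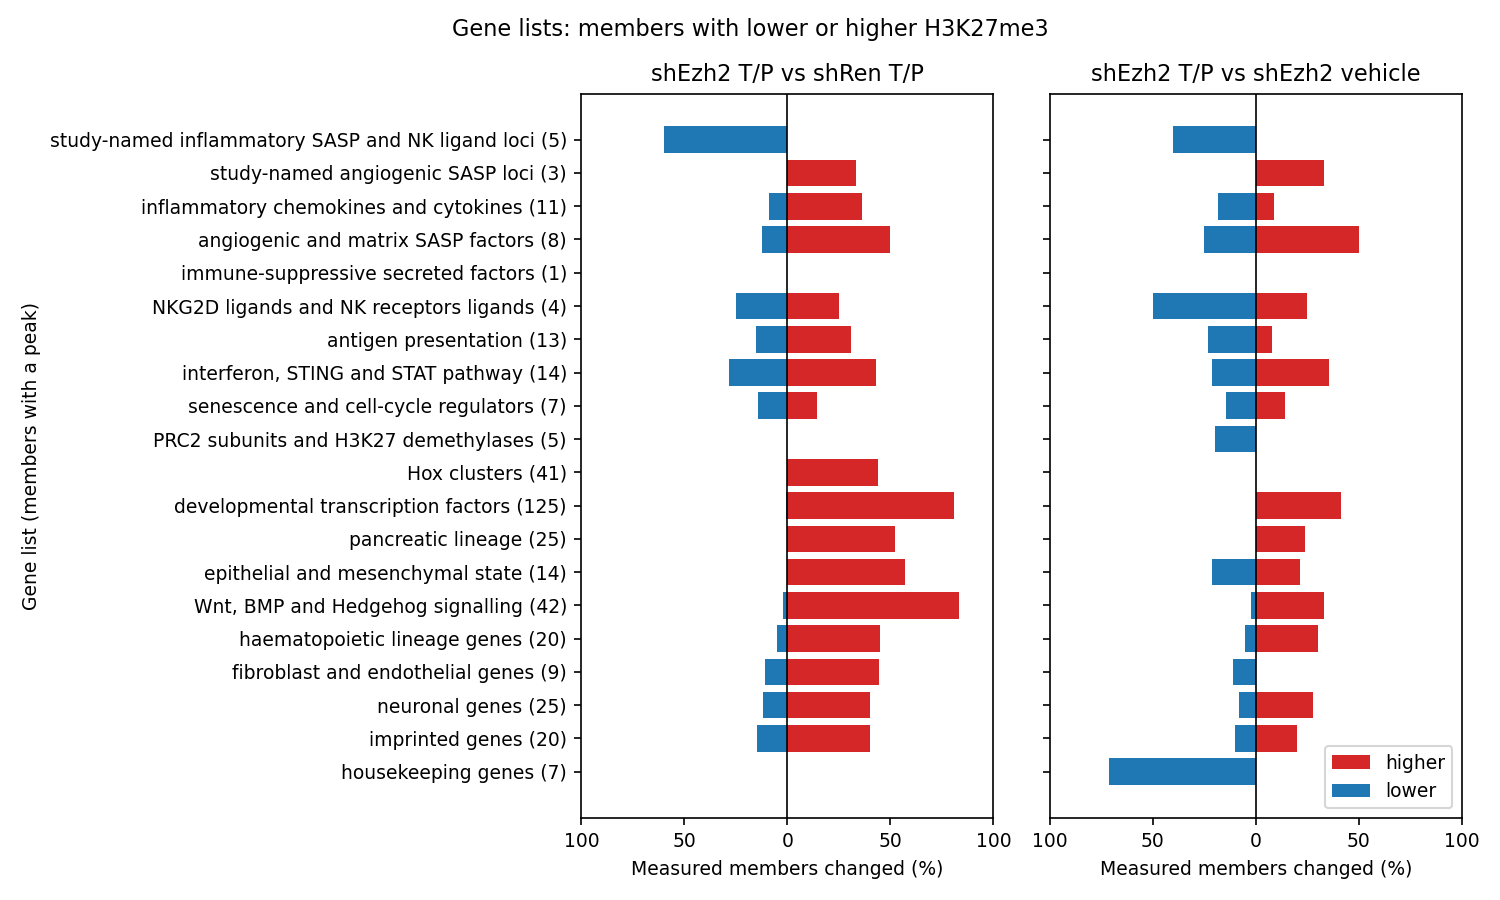
Percent of measured genes of each list that were lower or higher (adjusted p under 0.05) in shEzh2 T/P against shRen T/P and in shEzh2 T/P against shEzh2 vehicle, TMM scaling. Of 125 developmental transcription factors all but 24 were higher in the first comparison (23 not passing, 1 lower) and 52 in the second. Haematopoietic (9 higher, 1 lower) and antigen-presentation (4 higher, 2 lower) balances in the first flipped with in-peak and cyclic loess scaling. Of the Hox genes (18 higher in the first) few were called with those scalings.

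**Figure D4:**
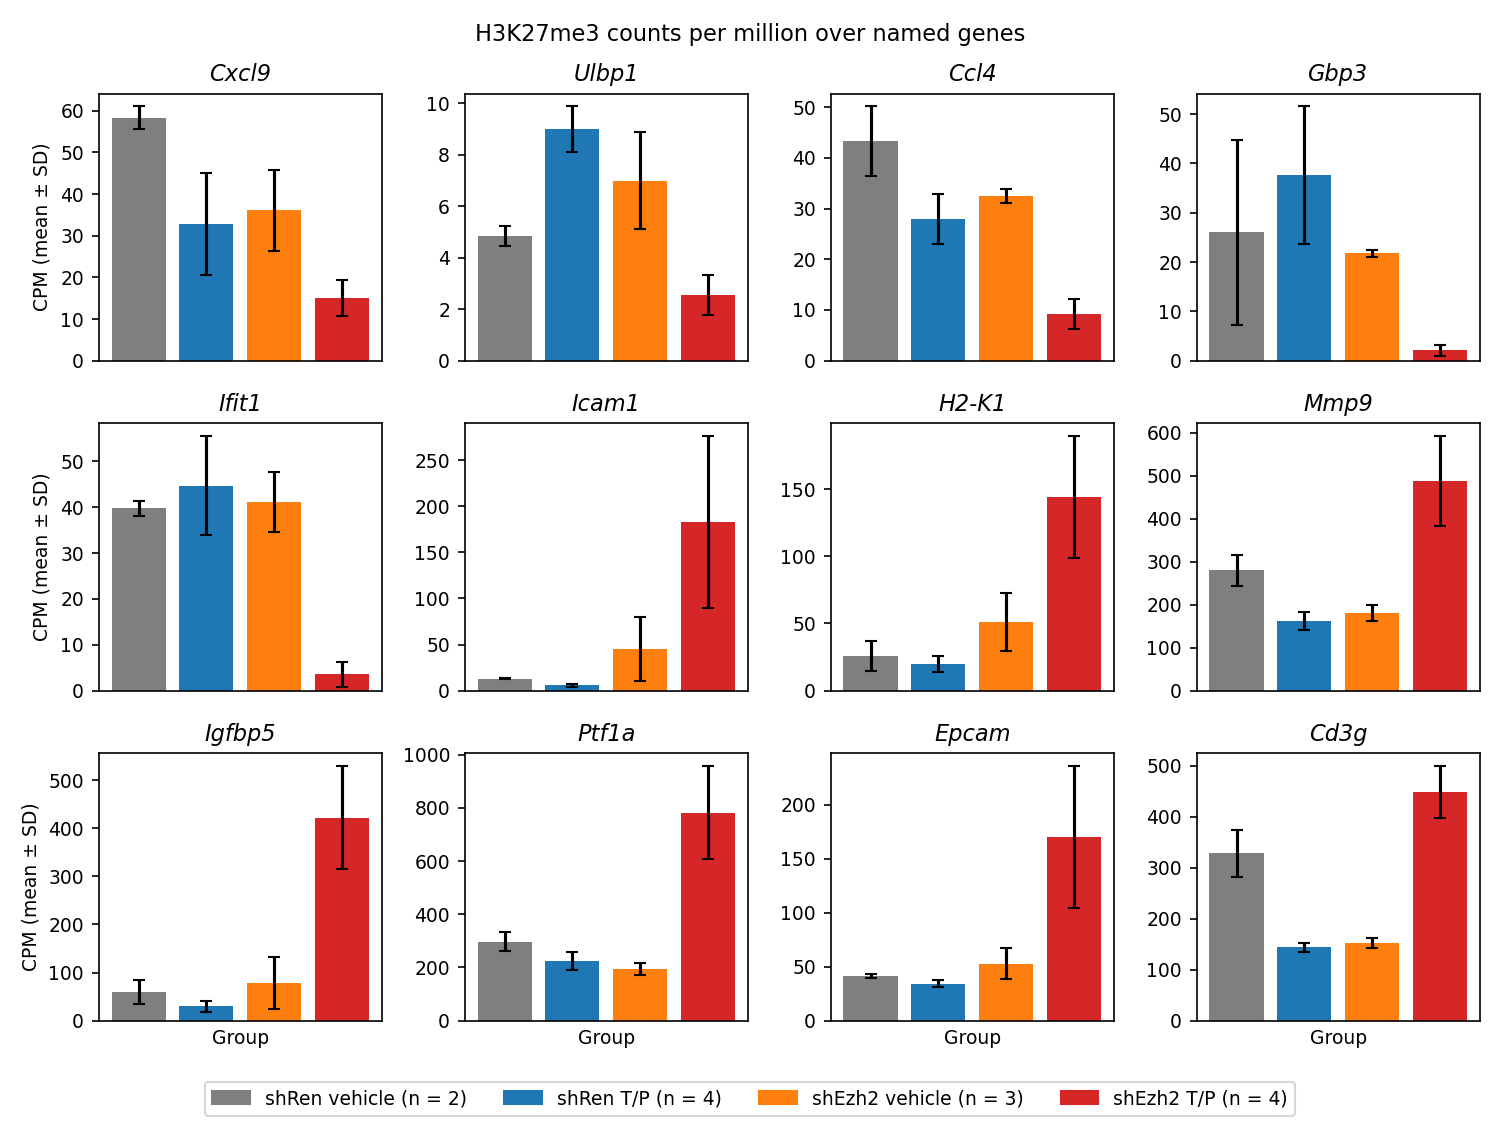
Mean CPM with SD in the 4 groups for 12 named genes. Gbp3 and Ifit1 are lowest in shEzh2 T/P (2.16 and 3.54 CPM) and Igfbp5, Icam1 and H2-K1 highest there (422, 183 and 144 CPM); levels are TMM-scaled, and the rises of Mmp9, Ptf1a and Cd3g did not pass with in-peak or cyclic loess scaling.

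A peak inside the collagen gene Col13a1 on chromosome 10, 61865501 to 61884809, fell from 108 ± 31.3 to 19.8 ± 6.1 CPM (-2.58 ± 0.29, adjusted p = 0.000351), and one of the cytokine receptor gene Csf2rb fell by 2.32 ± 0.27. The named lower peaks, which also lay in Cacng2, Dscaml1 and Gbp3, covered no promoter. Cacng2 did not pass without shRen T/P replicate 3 (-1.36). The named higher peaks all covered a promoter. Nrcam, a neural adhesion gene, rose on chromosome 12, 44327390 to 44333825, from 67.4 ± 12 to 810 ± 311 CPM (3.31 ± 0.32, adjusted p = 0.000318), and Slc16a14, Anks1b, Slitrk5 and Gja3 rose by 2.85 to 3.65. The rule named only peaks in protein-coding genes. Each named peak lay beyond every shRen T/P library in 4 of 4 shEzh2 T/P libraries, as the rule for naming them required. In all, 11867 peaks were lower and 5166 higher of 45649 (37.3%). Lower peaks had a median length of 1576 bp and 5.38% lay over a promoter, against 3093 bp and 42.1% of higher peaks. Of 35 splits of these 8 libraries the real one gave the most changed peaks (highest other 387). Without surrogate variables 8853 were lower and 6724 higher, of which 8217 and 5024 were shared with the main counts. At gene level 880 fell and 2691 rose, and 725 and 3957 without surrogate variables. In-peak scaling gave 30267 lower and 1915 higher, and moved the median log2 fold change over all peaks from -0.63 to -1.92. Cyclic loess gave 4207 and 4464. The total of 17033 became 5318 without shEzh2 T/P replicate 1, 5278 without replicate 2, 5790 and 5312 without shEzh2 vehicle replicates 2 and 3, 11307, 11121 and 4367 without shRen T/P replicates 1, 2 and 3, and 6021 without shRen vehicle replicate 2.

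The comparison of shEzh2 T/P with shEzh2 vehicle, 4 against 3 libraries, asks what T/P does to the mark in knockdown cells. Ifit1 fell from 41.2 ± 6.56 (SD, n = 3) to 3.54 ± 2.63 CPM (SD, n = 4), a log2 fold change of -3.64 ± 0.52 (adjusted p = 0.00336, lower in 4 of 4), and Gbp3 from 21.8 ± 0.703 to 2.16 ± 1.11 CPM (-3.63 ± 0.53, adjusted p = 0.00355, lower in 4 of 4). In the interferon, STING and STAT list 3 of 14 fell and 5 rose, such as Irf4 (1.58 ± 0.26), as when adjusted over the list alone or without surrogate variables. Camera did not pass (0.219, and adjusted p = 0.637 with an estimated correlation). Ccl4 fell from 32.5 ± 1.38 to 9.24 ± 3.02 CPM (-1.98 ± 0.27, adjusted p = 0.00304, lower in 4 of 4), while Cxcl14 rose (1.1, adjusted p = 0.00873). Of 11 inflammatory chemokine and cytokine genes 2 fell and 1 rose, as when adjusted over the list alone (3 and 2 without surrogate variables). Camera there did not pass (0.332 towards higher, and adjusted p = 0.797 with an estimated correlation). Shh, a Hedgehog ligand gene on chromosome 5, 28456815 to 28467256, rose from 171 ± 54.8 to 1000 ± 397 CPM (2.27 ± 0.35, adjusted p = 0.00412, higher in 4 of 4), and Zic3, an X-linked developmental factor, from 107 ± 24.7 to 584 ± 254 CPM (2.01 ± 0.22, adjusted p = 0.00218, higher in 4 of 4).

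Of the study-named inflammatory and NK-ligand loci, Cxcl9 (-1.14 ± 0.37, adjusted p = 0.0455) and Cxcl11 (-1.59 ± 0.49, adjusted p = 0.0393) fell, each lower in 4 of 4, and none rose. Adjusted over the list alone, and without surrogate variables, 3 of 5 fell, which is not independent evidence. Camera gave 0.0267 towards lower (adjusted p = 0.522 with an estimated correlation), and 0.0525 without shEzh2 vehicle replicate 1. Cxcl9 did not pass without shRen T/P replicate 1 (-1.3) or 2 (-1.26). Cxcl11 did not pass without shEzh2 T/P replicate 1 (-1.02), 2 (-0.86) or 3 (-1.38), shEzh2 vehicle replicate 3 (-1.12), shRen T/P replicate 1 (-1.54), 2 (-1.52) or 3 (-1.02), or shRen vehicle replicate 2 (-0.85). Mmp9 rose (1.45 ± 0.21, adjusted p = 0.00333) but not with in-peak (0.87) or cyclic loess (0.52) scaling, and Ulbp1 (-1.54, adjusted p = 0.0687) did not pass. Nor did Pdgfb (-0.77, adjusted p = 0.503) or Pdgfa (-0.84, adjusted p = 0.464), so 1 of 3 study-named angiogenic loci rose, also when adjusted over the list alone or without surrogate variables. Camera gave 0.923 there (adjusted p = 0.965 with an estimated correlation).

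Genes called in all lists of this comparison together numbered 137, but 66 to 258 with 1 library left out and 72 with cyclic loess, so the counts by list are not firm. Of developmental transcription factors 52 of 125 rose, such as Pax1 (2.26 ± 0.22) and Irx1 (2.07 ± 0.24), and none fell (55 and 0 adjusted over the list alone, 62 and 0 without surrogate variables, camera 6.01e-11). Of Wnt, BMP and Hedgehog genes 14 of 42 rose, such as Hhip (2.38 ± 0.36), and Axin2 fell (16 and 2 adjusted over the list alone, 21 and 2 without surrogate variables, camera 0.000894). Of pancreatic genes 6 of 25 rose and none fell (5 and 0 adjusted over the list alone, 8 and 0 without surrogate variables, camera 0.000137), with a median of 0.21 and a mean of -0.13. With an estimated correlation the adjusted p was 0.522, 0.685 and 0.522. Of 41 Hox and Evx genes none was called, with a median of -0.94 (1 higher without surrogate variables). Camera did not pass for them (0.294 towards higher, and adjusted p = 0.904 with an estimated correlation). Among angiogenic and matrix factors 4 of 8 rose, such as Igfbp2 (2.39 ± 0.52), and 2 were called lower (4 and 3 adjusted over the list alone, 4 and 2 without surrogate variables). The 2 were Angptl4 and Timp2, at 0.215 and 0.86 CPM in shEzh2 T/P, too few counts for a fold, and the Angptl4 call held in 2 of 10 fits with a library left out. The median there was 0.82, the mean -5.59 and camera 0.00154 (adjusted p = 0.522 with an estimated correlation), or 0.0871 without shEzh2 vehicle replicate 1. Of neuronal genes 7 of 25 rose, such as Gad2 (3.05 ± 0.44), and Rbfox3 (-1.76 ± 0.19) and Kcnq2 fell (7 and 2 adjusted over the list alone, 9 and 2 without surrogate variables). Their median per gene was 0.69, and camera gave 0.000166 towards lower (adjusted p = 0.522 with an estimated correlation). Housekeeping genes fell in 5 of 7 (7 adjusted over the list alone, 3 without surrogate variables, camera 0.266), but here shEzh2 vehicle was mixed. Actb had 25.9 ± 22.5 CPM in shEzh2 vehicle and 1.68 ± 2.36 in shEzh2 T/P, and its estimate reversed without several single libraries.

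A peak that overlapped both the glycosidase gene Engase and the far end of Rbfox3, on chromosome 11, 118480467 to 118492620, fell from 74.3 ± 1.76 to 20.2 ± 4.81 CPM (-1.99 ± 0.26, adjusted p = 0.00103), and one in Pde4dip fell by 2.98 ± 0.38. A peak of Rarb did not pass without shEzh2 T/P replicate 1 (-2.2), shEzh2 vehicle replicate 3 (-2.04), shRen T/P replicate 3 (-1.78) or shRen vehicle replicate 2 (-1.98). A peak of Rin1 had no count in shEzh2 T/P and 16.2 ± 13.5 CPM in shEzh2 vehicle, and its call held in 6 of 10 fits with a library left out. Promoter peaks of Slain1, Dnajc6, Anks1b, Cttnbp2 and Slitrk5 rose by 2.55 to 3.31, each higher in 4 of 4, as the rule for naming peaks required. In all, 6229 peaks were lower and 2524 higher (19.2%), and 44.7% of the higher ones lay over promoters against 11.2% of the lower ones. Of 35 splits of these 7 libraries the real one gave the most changed peaks of those fitted (highest other 3424), but only the second most changed genes, 2376 against 3133. At gene level 1060 fell and 1316 rose, and 1091 and 1720 without surrogate variables. Without them 4701 peaks were lower and 3036 higher, in-peak scaling gave 13118 and 1038, and cyclic loess 1092 and 809. The total of 8753 became 3214, 3077 and 5815 without shRen T/P replicates 1, 2 and 3, and 13526 without shRen vehicle replicate 1.

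Whether the T/P response differed between shEzh2 and shRen was tested as an interaction, the log2 fold change in shEzh2 minus that in shRen. Cd3g, with 448 ± 51.2 CPM in shEzh2 T/P, 152 ± 10.1 in shEzh2 vehicle, 144 ± 8.8 in shRen T/P and 328 ± 46.2 in shRen vehicle (SD, n = 4, 3, 4 and 2), had an interaction of 2.72 ± 0.28 (adjusted p = 0.00593). Igf2 had one of 2.76 ± 0.34 (adjusted p = 0.00593) and Zic3 one of 3.02 ± 0.35 (adjusted p = 0.00593). Rbfox3 went the other way (-3.17 ± 0.3, adjusted p = 0.0059), as did Gbp3 (-4.26 ± 0.81, adjusted p = 0.0153). Mmp9 passed (2.22 ± 0.33, adjusted p = 0.00727), as did Il12b (-3.79 ± 1.09, adjusted p = 0.0489), while Ulbp1 (-2.40, adjusted p = 0.099), Cxcl9 (-0.07, adjusted p = 0.942), Cxcl10 (-0.24, adjusted p = 0.878) and Cxcl11 (0.32, adjusted p = 0.784) did not. For Cxcl9, Cxcl10 and Cxcl11, therefore, no difference in the T/P response was shown, and the signs of the last 2 flipped with scaling. Without shRen T/P replicate 2 none of Cd3g (2.7), Igf2 (2.88), Zic3 (3.19), Rbfox3 (-3), Gbp3 (-4.11), Mmp9 (2.19) and Il12b (-3.83) passed. Gbp3 also failed without shEzh2 T/P replicate 2 (-2.24), shEzh2 vehicle replicate 3 (-2.76) or shRen T/P replicate 1 (-4.09) or 3 (-2.45), and Mmp9 without shRen T/P replicate 1 (2.15). Il12b failed there too (-3.84), and turned positive without shEzh2 T/P replicate 1 (5) or 2 (1.46), shEzh2 vehicle replicate 2 (1.86) or 3 (2.45), or shRen T/P replicate 3 (5.03).

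By list the counts below are not firm. Without shRen T/P replicate 2, and with surrogate variables estimated anew, no list gene passed (0 against 84). With 1 surrogate variable 1 did. The interaction was higher for 38 of 125 developmental transcription factors (40 adjusted over the list alone, 64 without surrogate variables), such as Pax1 and Foxe1, and for 9 of 42 Wnt, BMP and Hedgehog genes (15 and 26), such as Bmp3. It was higher for 5 of 25 pancreatic genes (7 and 10), such as Sst, and for 6 of 20 haematopoietic genes (7 and 7), such as Cd4, and lower for none of these over all genes tested. Camera towards higher gave 9.19e-11, 5.2e-05, 0.000137 and 0.0014 (adjusted p = 0.522, 0.607, 0.522 and 0.522 with an estimated correlation). The haematopoietic call was lost without shRen T/P replicate 3 (0.0795). Of 41 Hox and Evx genes none was called, with a median of -0.24. Camera did not pass for them (0.148 towards higher, and adjusted p = 0.89 with an estimated correlation). Angiogenic and matrix factors had 2 higher and 1 lower of 8 (3 and 2 adjusted over the list alone, 3 and 0 without surrogate variables) with a mean of -7.55, a median of 0.4 and a camera p of 0.0224 towards higher (adjusted p = 0.637 with an estimated correlation), or 0.0599 without shEzh2 vehicle replicate 1. The lower call was Angptl4, with too few counts for a fold, and it held in 1 of 10 fits with a library left out. Neuronal genes had 2 each way of 25, as when adjusted over the list alone (6 higher and 3 lower without surrogate variables), and camera gave 1.18e-05 towards lower (adjusted p = 0.522 with an estimated correlation). Of single peaks, those in Hmcn2 (-4.37 ± 0.46), Scube1, Engase, Col13a1 and Cdh22, none over a promoter, had a lower response in shEzh2. Those over the promoters of Erg, an endothelial factor (4.85 ± 0.57), Sgpp2, Dnajc6 and Adamts16, and one in Camk4, had a higher one, all with an adjusted p of 0.0072. The Scube1 call held in 9 of 12 fits with a library left out. In all, 5149 peaks were lower and 1642 higher (14.9%), against 3856 and 2680 without surrogate variables, 9920 and 892 with in-peak scaling and 1022 and 515 with cyclic loess. The median interaction over all peaks was -1.11, and -1.92 with in-peak scaling, so peaks in general leaned to lower, not the called ones alone. At gene level 376 were lower and 816 higher, and 343 and 1675 without surrogate variables. The total of 6791 became 4 with 1 surrogate variable, 4055 and 3730 without shEzh2 T/P replicates 1 and 2, 13599, 3197 and 2798 without shEzh2 vehicle replicates 1, 2 and 3, 1667, 1790 and 2960 without shRen T/P replicates 1, 2 and 3, and 10881 without shRen vehicle replicate 1.

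The comparison of shEzh2 vehicle with shRen vehicle, 3 against 2 libraries, asks what knockdown does without drug. The promoter peak of Nhsl2, on chromosome X, 101847966 to 101852889, was at 37.8 ± 5.4 against 184 ± 7.39 CPM (SD, n = 3 and 2), a log2 fold change of -2.46 ± 0.32 (adjusted p = 0.00364, lower in 3 of 3). It did not pass without surrogate variables (adjusted p = 0.0635). That of Chrdl1, a BMP antagonist gene, was at 12.2 ± 3.7 against 76 ± 8.42 CPM (-2.51 ± 0.41, adjusted p = 0.00813, lower in 3 of 3). Neither passed without shEzh2 vehicle replicate 3 (-2.02 and -2.19) or shRen T/P replicate 1 (-2.44 and -2.59) or 2 (-2.42 and -2.54), and Nhsl2 also not without shEzh2 vehicle replicate 2 (-2.06). Peaks in Lrrc63, Nexmif and 5330417C22Rik were called lower, but none passed without surrogate variables (adjusted p = 0.0635, 0.0778 and 0.0756), and with a library left out the calls held in 5, 4 and 4 of 12 fits. Higher peaks, such as those of Actr1a (40.9 ± 34.6 against 0.208 ± 0.294 CPM) and Lgr6 (28.2 ± 24.2 against 0.104 ± 0.147 CPM), had an SD close to the mean in shEzh2 vehicle, and these 2 calls held in 1 of 10 fits each. Tyw3 had no count in shRen vehicle and 17.9 ± 15.2 CPM in shEzh2 vehicle. Each named peak lay beyond every shRen vehicle library in 3 of 3, as the rule for naming peaks required.

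Here 113 peaks were lower and 1036 higher (2.52%), but without surrogate variables 1 was lower and 1 higher. In-peak scaling gave 100 and 546, cyclic loess 208 and 543, and DESeq2 863 and 3400. Without a single library the total of 1149 became 182, 208 and 146 (shEzh2 T/P replicates 1, 2 and 3), 10035, 65 and 47 (shEzh2 vehicle replicates 1, 2 and 3), 0, 0, 193 and 763 (shRen T/P replicates 1 to 4) and 2623 (shRen vehicle replicate 2). No list gene passed in edgeR, where 2526 of all 7957 genes had an unadjusted p under 0.05. DESeq2 called 111 list genes, and without surrogate variables 1 gene was lower and 4 higher of all tested. Cd3g (-1.08, adjusted p = 0.0859), Oas3 (1.33, adjusted p = 0.0859) and Rbfox3 (1.27, adjusted p = 0.0859) moved in 3 of 3 libraries without passing. The study-named loci all failed, with Cxcl9 at -0.94 (adjusted p = 0.17), Ulbp1 at 0.55 (0.594, and -1.16 with cyclic loess) and Mmp9 at -0.61 (0.138). Adjusted over the list alone, 6 of 7 housekeeping genes were higher, as were 3 of 14 epithelial genes. Camera passed towards higher for Hox (0.00268), neuronal (0.00263) and epithelial (0.0224) genes and towards lower for haematopoietic genes (0.044), with an adjusted p of 0.816, 0.607, 0.774 and 0.522 with an estimated correlation. All 4 calls were lost without shEzh2 vehicle replicate 2 (Hox 0.14, epithelial 0.466, neuronal 0.0519, haematopoietic 0.0954) or 3 (0.0922, 0.416, 0.147, 0.178) and without shRen T/P replicate 3 (0.0691, 0.265, 0.282, 0.407). The neuronal call was also lost without shEzh2 vehicle replicate 1 (0.0731). Hox and epithelial calls were lost or turned to lower without shEzh2 T/P replicates 1 (0.0284 and 0.282), 2 (0.0543 and 0.306) and 3 (0.852 and 0.422), shRen T/P replicate 4 (0.675 and 0.296) and shRen vehicle replicates 1 (0.0763 and 0.859) and 2 (0.0186 and 0.282), and the epithelial also without shRen T/P replicate 1 (0.0543). The haematopoietic call was lost without shEzh2 T/P replicates 1 (0.226) and 2 (0.159), shEzh2 vehicle replicate 1 (0.0975), shRen T/P replicates 1 (0.0777) and 2 (0.0655) and shRen vehicle replicate 2 (0.0594).

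The comparison of shRen T/P with shRen vehicle, 4 against 2 libraries, asks what T/P does to the mark in control cells. No gene and no peak passed, so the values here are estimates. Cd3g was at 144 ± 8.8 CPM (SD, n = 4) against 328 ± 46.2 CPM (SD, n = 2), a log2 fold change of -1.14 ± 0.19 (adjusted p = 0.0639, lower in 4 of 4). Six6, an eye-field factor, was at 161 ± 18.4 against 579 ± 38.8 CPM (-1.66 ± 0.31, adjusted p = 0.0645, lower in 4 of 4), and Wnt9a at 26.9 ± 11.3 against 538 ± 130 CPM (-4.16 ± 0.83, adjusted p = 0.0755, lower in 4 of 4). Rbfox3 was at 817 ± 222 against 337 ± 75.9 CPM (1.41 ± 0.22, adjusted p = 0.06, higher in 4 of 4). Mmp9 (-0.77, adjusted p = 0.115), Pdgfb (-1.66, adjusted p = 0.472), Cxcl9 (-1.07, adjusted p = 0.195) and Cxcl11 (-1.91, adjusted p = 0.115) were each lower in 4 of 4. Without surrogate variables 7 Wnt, BMP and Hedgehog genes, 6 developmental transcription factors and 3 haematopoietic genes were lower and none of these lists had a higher gene. Adjusted over the list alone, 7 of 20 haematopoietic genes were lower and 1 higher, and 2 study-named inflammatory loci were lower and 1 higher, which is not independent evidence.

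The 0 changed peaks in edgeR stood beside 10038 with an unadjusted p under 0.05. DESeq2 called 1327 lower and 2167 higher, cyclic loess with limma 536 and 1216, edgeR without surrogate variables 525 and 289, and edgeR on these 6 libraries alone 3755 and 2482. Leaving out a library gave 714, 1033 and 2439 (shEzh2 T/P replicates 1, 2 and 3), 9098, 426 and 288 (shEzh2 vehicle replicates 1, 2 and 3), 0, 0, 334 and 1704 (shRen T/P replicates 1 to 4) and 3282 and 3943 (shRen vehicle replicates 1 and 2). Of all genes, 1600 had an unadjusted p under 0.05, and 313 fell and 82 rose without surrogate variables. Camera passed towards lower for developmental transcription factors (0.000887), Wnt, BMP and Hedgehog (0.00664), pancreatic (0.044) and haematopoietic genes (0.000137) and towards higher for neuronal genes (0.000137). With an estimated correlation the adjusted p was 0.774, 0.761, 0.685, 0.522 and 0.522, so none held. Without shEzh2 vehicle replicate 3 the developmental value became 0.393, the pancreatic 0.228 and the neuronal 0.12, and without shRen T/P replicate 3 the haematopoietic became 0.0658, the pancreatic 0.135 and the neuronal 0.42. The developmental call was also lost without shEzh2 T/P replicate 2 (0.114) and shEzh2 vehicle replicate 2 (0.241). The pancreatic call was also lost without shEzh2 T/P replicates 1 (0.109) and 2 (0.186), shEzh2 vehicle replicate 2 (0.153) and shRen vehicle replicate 2 (0.0714).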

Values the study reported

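The study described a global loss of H3K27me3 when EZH2 was blocked. At chemokine (Cxcl9 to Cxcl11), interleukin (Il12, Il18) and NK-ligand (Raet1d, Ulbp1) loci it described a joint effect of T/P and EZH2 loss in lowering the mark. At Vegfa, Mmp9 and the Pdgf genes it described less of the mark after T/P in shRen cells, and an equal or higher level after T/P in shEzh2 cells. In KPC cells with T/P and EZH2 knockdown it reported strong increases of ICAM-1 and of class I antigen-presenting molecules. Those assays measured RNA or surface protein, not the mark. The rises of counts at Icam1 and H2-K1 given above therefore do not show that these genes were silenced.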

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

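All tests of explanations in this part were chosen after the result they address was seen, except the test of even background reads, whose prediction was written before.

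A library was marked when its value lay far from the other 3 of its group, which happened in 23 of 254 tests, where chance would mark about 1 in 20 (12.7). In shEzh2 T/P, replicate 4 was marked for the peaks at Cacng2 (11.2 CPM), Slc16a14 (90.4) and Nrcam (346) and for the genes Angptl4 (0.861), Igfbp2 (42.6), Raet1e (16.8), Cldn3 (86.9) and Bmp3 (194), replicate 3 for the peak at Dscaml1 (3.3), and replicate 1 for Actb (5.18). In shRen T/P, replicate 3 was marked for the peaks at Cacng2 (44.4), Col13a1 (154), Nrcam (85.4), Cttnbp2 (18.2) and Scube1 (34.4) and for Rbfox3 (1150), Epcam (29.3) and Phlda2 (18.5). Replicate 4 was marked for the peak at Nexmif (35.8) and for Pdgfb (58.3), Ifit1 (60.7), Gad2 (37.1) and Nlrc5 (377). Genes were named for their small p, so these tests are not a random sample.

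By the interaction test the T/P response was called different between shEzh2 and shRen at 6791 peaks, 1192 genes and 6 gene lists. These include the developmental transcription factors, the T-cell gene Cd3g and the neuronal splicing gene Rbfox3. None of the 6 lists held with an estimated correlation between peaks. With 1 surrogate variable the peaks became 4. The groups explained 0.643 of the variance of that variable, so it may also take up differences between groups. Without shRen T/P replicate 2, and with surrogate variables estimated anew, no list gene passed, against 84.

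Replicate 1 of shEzh2 vehicle had the profile of shRen T/P. With counts thinned to 640499 per library its median r with shRen T/P was 0.868, within the range among shRen T/P libraries (0.855 to 0.902) and above that with its own group (0.535 to 0.538), as a wrong label on 1 library would give. At 526 peaks strong in the other 2 shEzh2 vehicle libraries it held 0.496% of their level, and shRen T/P libraries 0.0231% to 0.592%, so reads carried over from shRen T/P were not excluded if they made up nearly all of the library. A culture that lost the knockdown should resemble shRen vehicle most, but its lowest r with shRen T/P was 0.0412 above its highest with shRen vehicle. The labels cannot settle the matter, and the library was kept in its labelled group.

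Counts were concentrated in few peaks in shEzh2 T/P and spread in shRen T/P. A library's own depth did not explain this. The 2 shRen T/P libraries no deeper than the deepest shEzh2 T/P library held at most 21% of counts in the top 1% of peaks. In shEzh2 T/P it was at least 36.4%. Vehicle libraries held 22.1%, 48.8% and 49.9% (shEzh2 replicates 1 to 3) and 32.4% and 35.5% (shRen). Concentrated counts were thus also found in shEzh2 vehicle replicates 2 and 3. Depth could still act through the peak set, which the test of shRen T/P against shEzh2 T/P libraries does not cover. Of consensus peaks, 62.6% were called only in shRen T/P, whose pool held the 2 deepest libraries. Counts per kb at peaks called only in shRen T/P were 2.93 and 4.2 times those at peaks not called there, but the peaks were called on these same libraries, so even background reads were not excluded. The median log2 fold change scaled by counts in peaks alone was -1.92, which either a loss of the mark outside its strongest sites or a difference in enrichment between libraries could give. No spike-in was used here, so these cannot be told apart in these libraries. The study's immunoblots, which did not measure these libraries, showed less H3K27me3 in knockdown cells.

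Replicates 2 and 3 of shEzh2 vehicle carried counts at promoters of active genes such as Actb, with 173 and 181 CPM summed over 6 housekeeping promoter peaks. A library's own depth alone did not explain this. The shEzh2 vehicle replicates 2 and 3 held 2211173 and 2430496 counts in peaks. At 2407070 and 2483507 counts, shEzh2 T/P replicate 4 and shRen T/P replicate 3 had 2.15 and 0 CPM there. No other vehicle library had a similar depth, so depth and treatment were not separated. Within shEzh2 T/P the deeper replicates 1 and 2 had 15.5 and 14.4 CPM, and replicate 3 had 0.826. Depth acting through the peak set was not tested. Of the peaks called only in shEzh2 vehicle 48.6% lay over promoters, against 3.44% of those called only in shRen T/P but 44.1% of those called in all 4 conditions, so whether open promoters were cut in place of the mark was left open. No biological explanation for this pattern was tested.

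Could random grouping give as many changes? For shEzh2 T/P against shRen T/P the real split of the 8 libraries gave 17033 peaks and 3571 genes, and the highest of the other 34 splits 387 and 390, so the real split ranked 1 of 35 for both. For shEzh2 T/P against shEzh2 vehicle the real split gave 8753 peaks, ranking 1 of 35 with 3424 as the highest other, but 1 split could not be fitted and the rank would be 2 if it counted as larger. For genes in that comparison the real split gave 2376 and another gave 3133, so it ranked 2 of 35 and a random grouping was not excluded. Surrogate variables were estimated anew for each split, so under another grouping they can take up the real difference and lower its count. A high rank also does not tell an effect of knockdown or drug from another difference between the groups.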

How the results depend on the processing

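Fits with 1 or 2 surrogate variables, those without surrogate variables that left out libraries, thinned counts, and the list test without surrogate variables or with 1 library left out were chosen only after the results were seen. The cause of each change below was not tested.

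Of the named genes of shEzh2 T/P against shRen T/P, 23 of 47 kept their direction and side of the threshold in every setting, as did 9 of 10 named peaks. The genes were, among others, Gbp3, Ifit1, Icam1, H2-K1, Igfbp5, Grhl2, Epcam, Pax1, Rbfox3 and Igf2. Every setting scaled by counts in peaks, so none of them tests a loss of the mark over the whole genome. Against shEzh2 vehicle 17 of 46 genes and 8 of 10 peaks did, and for the interaction 0 of 36 genes and 0 of 10 peaks. Of the 10 named peaks in shEzh2 vehicle against shRen vehicle none did. No list call held with an estimated correlation (0 lists in each of the 5 comparisons, against 4, 10, 5, 6 and 6). Without surrogate variables 2 of the 4 lists of shEzh2 vehicle against shRen vehicle passed.

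In shEzh2 vehicle against shRen vehicle the number of changed peaks was 1149, and 646 with in-peak scaling, 4263 with DESeq2, 751 with cyclic loess, 0 with only the compared groups, and 277, 11 and 2 with 2, 1 and no surrogate variables. Without surrogate variables it was 35 with shEzh2 T/P replicate 4 left out, 7843 with shEzh2 vehicle replicate 1 left out and 6718 with that library and shRen vehicle replicate 2 left out. Under shEzh2 T/P against shRen T/P it was 17033, and 32182 in-peak, 8671 with cyclic loess, 8670 and 7571 with 2 and 1 surrogate variables and 8662 with thinned counts. In shRen T/P against shRen vehicle it was 0, and 814 without surrogate variables, 3494 with DESeq2, 6237 with only the compared groups, 1752 with cyclic loess, 497 with 2 surrogate variables and 3229 thinned. Without surrogate variables and the same left-out libraries as above it was 1495, 5083 and 2824. For shEzh2 T/P against shEzh2 vehicle it was 8753, and 14156 in-peak, 2575 with only the compared groups, 1901 with cyclic loess, 5352 with 1 surrogate variable and 5057 thinned. For the interaction it was 6791, and 10812 in-peak, 1537 with cyclic loess, and 4195 and 4 with 2 and 1 surrogate variables.

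List genes in shEzh2 vehicle against shRen vehicle numbered 0, and 111 with DESeq2, 16 with 2 surrogate variables, 30 thinned, and 7, 186 and 142 without surrogate variables and the same left-out libraries. In shRen T/P against shRen vehicle they numbered 0, and 4 with RLE, 23 without surrogate variables, 85 with DESeq2, 12 with cyclic loess, 21 with 2 surrogate variables, 194 thinned, and 73, 194 and 134 with the left-out libraries. The 137 of shEzh2 T/P against shEzh2 vehicle became 72 with cyclic loess, 285 with 2 surrogate variables, and 225 and 228 without surrogate variables and without shEzh2 vehicle replicate 1, alone or with shRen vehicle replicate 2. For the interaction 84 became 152 without surrogate variables, 132 with DESeq2, 27 with cyclic loess, 233 and 1 with 2 and 1 surrogate variables, 195 thinned, and 182, 192 and 184 with the left-out libraries. The 250 list genes of shEzh2 T/P against shRen T/P moved by less than 1.5 times.

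The replicate numbers share no stated culture or day, and titles and library names number them differently. With the title number as replicate block, changed peaks were 0 (shEzh2 vehicle against shRen vehicle), 1 (shRen T/P against shRen vehicle), 4481 (shEzh2 T/P against shEzh2 vehicle) and 3977 (interaction). With the library-name number as block they were 0, 0, 2876 and 2891. Same-numbered libraries had a median r of -0.00491 after group means were removed, and 1 of 13 libraries by title and 3 of 13 by library name correlated best with its own number.

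Leaving out 1 library at a time, changed peaks ranged from 0 to 10035 (shEzh2 vehicle against shRen vehicle), 4367 to 21875 (shEzh2 T/P against shRen T/P), 0 to 9098 (shRen T/P against shRen vehicle), 3077 to 13526 (shEzh2 T/P against shEzh2 vehicle) and 1667 to 13599 (interaction). In the same order list genes ranged from 0 to 231, 205 to 339, 0 to 240, 66 to 258 and 0 to 249, and passing lists from 2 to 8, 7 to 11, 3 to 8, 5 to 8 and 5 to 11. The difference in the share of counts in shared peaks ranged from -7.02 to 1.6, 28.3 to 33.3, -21 to -15.3 and 10.1 to 19.2. Without a shRen vehicle library the other was assumed to vary like the other groups. The fit without shEzh2 T/P replicate 4 and with 3 surrogate variables could not be made. The ranges of changed peaks, list genes and passing lists therefore do not cover that library.

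Some estimates turned round. Leaving out 1 library, in shEzh2 vehicle against shRen vehicle, the peak at Zc3h3 ranged from -0.18 to 8.34, Pdgfb from -2.56 to 1.71 (-2.43 with 2 surrogate variables), Hnf1b from -1.25 to 5.3 and Rpl13a from -18.72 to 5.15. The list p for Hox genes ranged from 4.72e-06 to 0.852 and for epithelial genes from 0.000474 to 0.859. In shEzh2 T/P against shRen T/P, Il12b ranged from -1.48 to 3.25 (0.06 with 1 surrogate variable) and Rpl13a from -5.6 to 3.58. In shEzh2 T/P against shEzh2 vehicle the ranges, with the value for 2 surrogate variables in parentheses, were -1.13 to 2.09 for Pdgfb (2.38), -6.62 to 4.03 for Ccl2 (0.46), -30.85 to 26.67 for Angptl4 (13.35), -4.81 to 0.97 for Nectin2 (1.3), -6.45 to 7.61 for B2m (7.25), -4.79 to 2.17 for Phf1 (2.65), -8.01 to 9.88 for Actb (5.36), -5.28 to 15.28 for Rpl13a (11.9) and -5.77 to 24.5 for Tubb5 (14.27). Cdkn1b was 0.31 with 2 surrogate variables. For the interaction they were -13.5 to 5.03 for Il12b, -38.87 to 33.88 for Angptl4 (19.74), -9.11 to 34.75 for Jarid2 (18.07) and -8.29 to 20.79 for Rpl13a (13.17).

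Scaling by counts in peaks reversed Cxcl14 (-0.35), Lgals9 (-1.01) and Tap1 (-0.58) in shEzh2 T/P against shRen T/P, and cyclic loess reversed Cxcl14 (-0.15), Tap1 (-0.62), Ccna1 (-0.06), Wnt9b (-0.07) and Cd3d (-0.13). Without surrogate variables and shEzh2 vehicle replicate 1, Ccl2 was 2.19 and Rpl13a 3.53 there, and 2.25 and 3.59 also without shRen vehicle replicate 2. In shRen T/P against shRen vehicle Rpl13a was -3.02 and -3.44 in these fits, and Ccl2 -2.73 in the second. With a minimum length of 5 kb the called peaks were 1763 in shEzh2 T/P (16.2 Mb), 841 in shEzh2 vehicle (7.55 Mb), 3752 in shRen T/P (32.5 Mb) and 538 in shRen vehicle (4.13 Mb). A stricter q removed no peak. Thinning every library to the 640499 counts of shRen vehicle replicate 2 raised some counts and lowered others, as given above, so what depth limits was not settled.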

Other observations

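Imprinted genes, which are expressed from 1 parental copy, changed in both directions in treated cells. Phlda2, a placental growth regulator, rose in shEzh2 T/P against shRen T/P (3.21 ± 0.49), as did Dio3, an enzyme that inactivates thyroid hormone (2.35 ± 0.34), while Kcnq1, Plagl1 and Grb10 fell. Against shEzh2 vehicle, Igf2 rose from 76.8 ± 19.4 to 341 ± 99.5 CPM (SD, n = 3 and 4; 1.95 ± 0.22, adjusted p = 0.00226), and Phlda2, Dlk1 and Dio3 rose with it, while Grb10 fell and Impact was called lower, though not without surrogate variables. Camera did not pass for the list there (0.659, and adjusted p = 0.904 with an estimated correlation). Counts do not separate the parental copies.

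In shEzh2 T/P against shRen T/P, higher peaks had a median CpG observed/expected ratio of 0.288 and 73.9% lay in a gene, against 0.171 and 51.4% of lower peaks. For the interaction the ratios were 0.313 and 0.189, and 54.4% of the peaks with a higher response lay over a promoter, such as that of Erg, against 8.72% of those with a lower response. Higher peaks were longer than lower ones in shEzh2 T/P against shRen T/P (medians of 3093 and 1576 bp) and shorter in shEzh2 vehicle against shRen vehicle (1331.5 and 2717 bp). No test was made of these differences.

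Of the 9110 peaks called in shRen vehicle, 95.2% overlapped a shRen T/P peak. Of the 45664 consensus peaks, 264 were called in both shEzh2 groups alone, 51.1% of them over a promoter, and 934 in both shRen groups alone, 7.82% over a promoter.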
